A study of Mus musculus with 12 samples.

How the data were processed

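RNA was measured in 12 samples of mouse rib chondrocytes, the cartilage cells of the ribs, freed from the tissue with collagenase and kept in culture overnight. Per the labels' protocols, RNA was lysed in Trizol and sent to BGI, where polyadenylated RNA was selected with oligo(dT) beads, fragmented, copied to cDNA and sequenced. The samples fall into 4 groups of 3 by their titles: an LDH knockout and its control from mice at postnatal day 5, and an Acly knockout and its control from mice at embryonic day E18.5. Per the labels, knockout and control cells came from littermates, and the strain was mixed with C57BL/6 dominant. Per the series description, the LDH knockout carried Col2-Cre (a recombinase driven in cartilage cells), 2 floxed Ldha alleles and 1 intact Ldhb allele, and the Acly knockout carried Col2-Cre with 2 floxed Acly alleles. The genotype of the controls beyond that word was not stated.

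The authors deposited 1 table of 17922 genes with 51 columns. Per the file headers it holds a read count, an FPKM value (fragments per kilobase of transcript per 1000000 fragments) and a TPM value (transcripts per 1000000 transcripts) for each gene and sample, with averages that were not used here. Between 7.32% and 8.16% of the deposited read counts of a sample are not whole numbers, so they were handled as estimated (expected) counts, in which reads that fit several genes are shared out. What the authors did to make these expected counts before they were deposited is not stated in the labels or the header. The aligner, the counting program, the genome build, the annotation and the use of strand were not stated in the labels or the header. The deposited TPM values sum to 1000000 or 1000001 in each sample and were used for no test. The FPKM values deposited by the authors were used for an alternative test. Because no build was stated, no coordinates are given. The gene identifiers in the table are Entrez numbers, 17814 of which were found in the RefSeq gene list of assembly GRCm38.p6, used here only for names, chromosome assignment and which genes neighbour each other. Of the symbols, 26 had been turned into dates and were restored from their identifiers, and 5 duplicated symbols were replaced with the RefSeq name. Genes that share reads with a near-identical copy, that overlap another gene or that lie antisense to one are uncertain, since the counting was not described. Xist was not analysed here.

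Depth was even: expected counts summed to between 26362407 and 28154143 per sample. At that depth 3 counts correspond to 0.107 to 0.114 counts per 1000000 counts (CPM), which was taken as the smallest level that can be shown. No molecular identifiers are named in the labels, so this floor covers counting error only.

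The expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization, the filterByExpr filter, quasi-likelihood F tests that are two-sided, and Benjamini-Hochberg adjustment with a threshold of 0.05. Each knockout was compared with its own control in a fit of those 6 samples. The difference between both knockout effects, and the comparison of both control groups, came from a fit of all 12 samples with a coefficient per group. The standard error of a log2 fold change was taken as its size divided by the square root of F. Levels are given as TMM-normalized CPM, as mean ± SD, scaled within the 6 samples of a comparison. For the control groups, and for Fabp4 and Slc2a5 across both sets, all 12 samples were scaled together. The summed Y-linked signal is CPM of total counts without TMM. The targeted genes were also compared by two-sided exact permutation tests, whose smallest p with 3 against 3 samples is 0.1. Gene panels were lists written by hand, none containing Ldha, Ldhb or Acly. They were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, adjusted over 35 tests in both comparisons together. Of 275 genes written in 19 panels, 274 were found in the table. Panels with fewer than 3 genes past the filter were not tested.

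The groups, tests, gene panels, alternatives and the rule for naming genes were fixed before the data were examined, apart from the additions stated as such. The genes named in the text are the 3 targeted genes. In each knockout comparison the 5 largest rises and 5 largest falls were named among genes past the threshold with a mean of at least 5 CPM whose knockout and control values do not overlap. For each panel past the threshold the 3 member genes with the lowest p in that comparison were named. One gene that the rule selects is not reported here. Genes named outside that rule are said to have been chosen after their values were seen.

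Knockout and control samples share the replicate numbers 1 to 3 in their titles, from which the pairing used in the alternative with the replicate number as a block was taken. Other alternatives were median-of-ratios scaling, total counts without scaling, other filters on low counts, DESeq2 1.42.0, limma on log2(FPKM + 1) for genes with a mean FPKM of at least 1, all 12 samples in a single model, a covariate for Y-linked or muscle expression, a 2-fold threshold, leaving out each sample in turn, and for panels an estimated inter-gene correlation or the fry test. A correction for GC content and transcript length and total-count scaling of the panels were added after the data were examined. GC content and length came from the longest GENCODE M21 transcript of each gene, which was found for 98.6% of the genes tested in either comparison. The corrected fits subtract a loess curve of each sample's deviation on GC content and then on log2 length.

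The fits were tested on simulated counts drawn from the means, dispersions and library sizes of these samples, with 200 genes changed by 2-fold or 4-fold. With edgeR, 88.5% of the changed genes were recovered among 13209 genes in the design of the LDH comparison and 88.0% among 13855 genes in that of the Acly comparison, and 7.33% and 8.33% of the calls were false. With DESeq2 the false calls were 13.9% and 20.1%. With no gene changed, edgeR made 0 calls among 13321 genes. In the design for the difference between both effects 70.5% of the changed genes were recovered among 14131 genes. Of 20 simulated sets of 20 genes, camera and fry each called the 1 set that was raised and 0 others. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.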

Results

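RNA-seq was performed on primary rib chondrocytes from mice in which genes of energy metabolism had been deleted in cartilage cells. Deletion of Ldha together with 1 allele of Ldhb, the genes for the subunits of lactate dehydrogenase, addressed the consequence of reduced glycolysis. Deletion of Acly, the gene for ATP citrate lyase, addressed the consequence of reduced acetyl-CoA in the cytoplasm. The LDH knockout and its littermate controls were taken at postnatal day 5 and the Acly knockout and its littermate controls at embryonic day E18.5, with 3 samples in each of the 4 groups. Each library held between 26362407 and 28154143 expected counts, and between 15553 and 16258 of the 17922 listed genes had a value above 0. The 10 most abundant genes of a sample took 8.69% to 11.2% of its counts in the LDH set and 6.03% to 7.19% in the Acly set.

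Samples of the same group were closely correlated across genes. Pearson's r of log2 CPM was at least 0.992 in LDH controls, 0.991 in LDH knockouts, 0.992 in Acly controls and 0.982 in Acly knockouts, where genes are not independent replicates. Counts of every pair of samples differed by more than sampling noise, so no library was counted as a copy of another. The first principal component carried 76.8% of the variance and separated the LDH set from the Acly set. Acly knockout replicate 2 lay apart from the other samples of its age, at 27.3 on that component against 47.7 to 56.8 for the other 5. The summed signal of 4 Y-linked genes was 93.0 and 102 CPM in LDH control replicates 1 and 2 and 0.590 CPM in control replicate 3, whereas it was at or below 0.0367 CPM in all 3 LDH knockouts. In the Acly set it was 0.0755, 74.3 and 82.8 CPM in knockout replicates 1 to 3 and 0.375, 121 and 2.83 CPM in control replicates 1 to 3. The LDH groups therefore differed in Y-linked signal as well as in genotype.

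**Figure D1:**
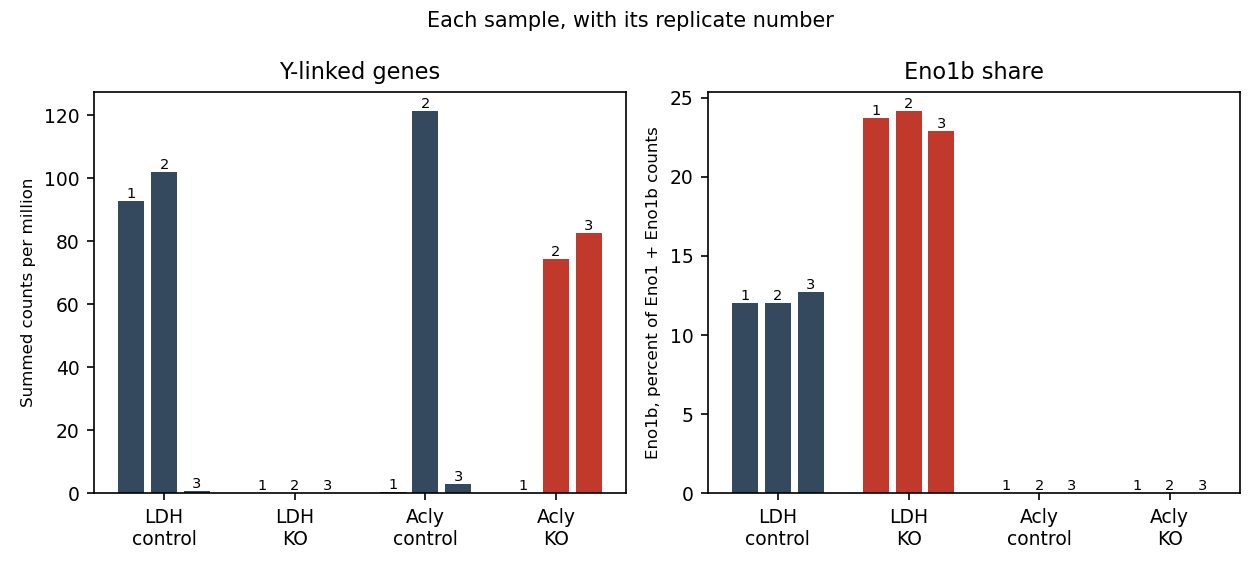
Left, summed CPM of 4 Y-linked genes in each sample; right, counts of Eno1b as a percent of the counts of Eno1 and Eno1b together. Bars are single samples, labelled with their replicate number, with controls in dark grey and knockouts (KO) in red. Y-linked signal is 93.0, 102 and 0.590 CPM in LDH controls 1 to 3 and at or below 0.0367 CPM in the LDH knockouts, and the Eno1b share is near 12.3% in LDH controls, near 23.6% in LDH knockouts and has means of 0.00249% and 0.0142% in Acly knockouts and controls.

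The targeted genes were examined first. Ldha (Entrez 16828) was at 86.7 ± 6.64 CPM in LDH knockouts and 845 ± 51.4 CPM in their controls (SD, n = 3), which is 10.3% of the control level. Its log2 fold change was -3.29 with a standard error of 0.10 and an adjusted p of 3.26e-07 by edgeR. Ldhb (Entrez 16832) was not lower in the LDH knockout. It was at 15.1 ± 1.14 CPM against 11.7 ± 0.529 CPM in controls, a log2 fold change of 0.37 with a standard error of 0.11, which did not pass the threshold with an edgeR adjusted p of 0.115. Acly (Entrez 104112) was at 74.2 ± 18.9 CPM in Acly knockouts and 197 ± 4.81 CPM in their controls, or 37.6% of the control level. Its log2 fold change was -1.41 with a standard error of 0.17 and an edgeR adjusted p of 0.0313. The exact permutation p, two-sided, was 0.1 for each of these 3 differences, the smallest that 3 against 3 samples allow. Neither Ldha nor Ldhb passed the threshold in the Acly comparison, with log2 fold changes of -0.09 and 0.08, and Acly did not pass it in the LDH comparison, with -0.17.

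**Figure D2:**
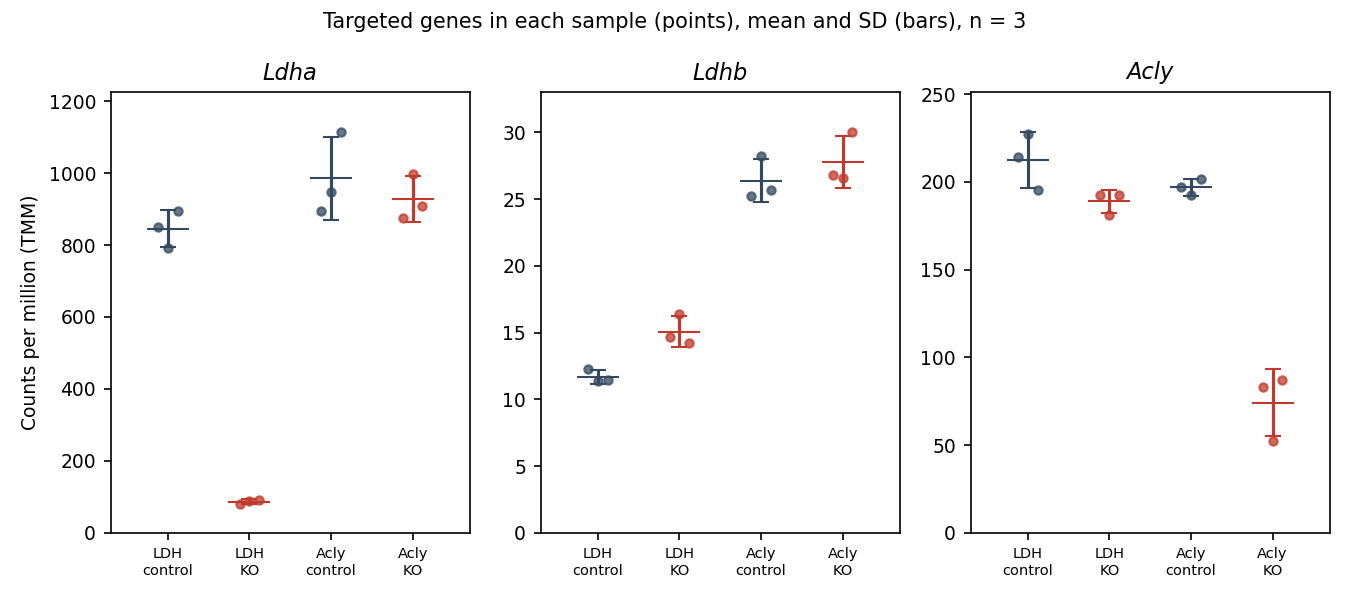
TMM-normalized CPM of Ldha, Ldhb and Acly in each of the 12 samples (points), with group mean (long bar) and SD (error bar), n = 3 per group. Ldha falls from 845 to 86.7 CPM in the LDH knockout and Acly from 197 to 74.2 CPM in the Acly knockout, while Ldhb is at 15.1 CPM in the LDH knockout and 11.7 CPM in its control.

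Between LDH knockouts and controls, 332 of 13321 tested genes passed an adjusted p of 0.05 by edgeR, of which 190 were higher and 142 lower in the knockout. At least a 2-fold change was seen for 107 of them, 79 higher and 28 lower. All 332 had knockout values on a single side of the control values, as did 24.3% of all tested genes, where chance gives 10%. The alternative that moved this count by the most genes was leaving out knockout replicate 3, with 1068 genes. With a covariate for Y-linked signal 3 genes passed, with 2026 at an unadjusted p under 0.05. Because that signal was at or below 0.0367 CPM in all 3 knockouts, the covariate and the genotype partly coincide in these 6 samples.

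Among called genes with a mean of at least 5 CPM, the largest rises in the LDH knockout were those of Lrg1, Car3, Fabp4, Gpd1 and Cytl1. Lrg1 (Entrez 76905) was at 10.3 ± 5.37 CPM against 0.399 ± 0.177 CPM (SD, n = 3), a log2 fold change of 4.68 with a standard error of 0.49 and an edgeR adjusted p of 0.00316. The log2 fold changes of Car3, Fabp4, Gpd1 and Cytl1 were 4.11, 3.60, 3.11 and 2.74, with adjusted p between 0.00716 and 0.0124. Of 10 tested markers of fat cells, a list chosen after these values were seen, 6 were likewise higher and 1 was lower in all 3 knockouts than in all 3 controls. The largest falls besides that of Ldha were those of Slc2a5, Bglap2, Hid1 and Derl3. Slc2a5 (Entrez 56485) was at 0.880 ± 0.219 CPM against 11.4 ± 0.823 CPM, a log2 fold change of -3.68 with a standard error of 0.20 and an adjusted p of 3.62e-05; it is a neighbour of Eno1, near which 5 genes were called, all lower. Bglap2, Hid1 and Derl3 had log2 fold changes of -2.40, -2.37 and -1.94. Bglap2 shares sequence with its copy Bglap, so its value is uncertain, and 5 of 8 tested markers of bone-forming cells, also chosen afterwards, were lower in all 3 knockouts. Eno1b, chosen after its value was seen, had a log2 fold change of 1.19 with an adjusted p of 0.00194 by edgeR. It is a near-identical copy of Eno1, so its value is uncertain. Eno1 itself had a log2 fold change of 0.04 with a standard error of 0.10, and the summed counts of both had a log2 fold change of 0.24 with an adjusted p of 0.221 by edgeR.

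Gene panels were compared to ask which functions changed as a group. In the LDH comparison 4 panels passed the threshold by camera. Of the 11 panel calls of both comparisons together, 2 were weaker with the replicate block, among them the Acly oxidative phosphorylation panel. The panel of cartilage matrix and chondrocyte identity was higher, with a mean log2 fold change of 1.08, all 18 tested genes higher, and an adjusted p of 2.12e-12. Its member genes with the lowest p were Snorc, Acan and Col11a1, with log2 fold changes of 1.45, 1.22 and 1.21. Acan rose from 795 ± 101 CPM to 1858 ± 292 CPM. The interferon response panel was higher with a mean of 0.40 (adjusted p 0.00167), and the fatty acid synthesis panel with a mean of 0.30 (adjusted p 0.0133). Of the genes named for these, Oasl2, Irf7, Acss2 and Pnpla3 did not pass on their own, while Scd1 did with a log2 fold change of 1.01 and an adjusted p of 0.0428. The red blood cell panel was lower with a mean of -0.89 (adjusted p 0.0432), but Hba-a1, Hbb-bs and Hbb-bt did not pass on their own, and hemoglobin genes share sequence. The glycolysis, hypoxia response and oxidative phosphorylation panels did not pass, with means of 0.09, 0.02 and -0.01. These calls depend on the inter-gene correlation of 0.01: with the correlation estimated from the data, 0 of the 35 tests in both comparisons passed, with 0 at an unadjusted p under 0.05, and with fry 0 passed, with 7 at an unadjusted p under 0.05. Among the 222 panel genes other than markers of other cells or sex, 218 were tested, and 41 passed when adjusted over that list alone against 18 when adjusted over all genes.

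Between Acly knockouts and controls, 19 of 13973 tested genes passed an adjusted p of 0.05 by edgeR, of which 8 were higher and 11 lower in the knockout, and 11 changed at least 2-fold. At an unadjusted p under 0.05 there were 2211 genes. Knockout and control values did not overlap for 22.0% of all tested genes, where chance gives 10%. Same-numbered samples of the Acly set did not deviate together, with a correlation across genes of -0.151. By pair it was 0.0011, -0.215 and -0.222 for replicates 1 to 3. With the replicate block 8 genes passed, 6 of them among the 19. The alternative that moved the count by the most genes was DESeq2, with 247 genes. Without knockout replicate 2 the count was 132, with all 19 among them. Of the fits that left out a control sample 2 gave 0, with 2323 and 1008 genes at an unadjusted p under 0.05. Without TMM scaling 11 genes passed, 3 higher and 8 lower, so that the share of higher calls went from 42.1% to 27.3%.

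By the same rule, the largest rises in the Acly knockout were those of Col27a1, Col2a1, Comp, Col10a1 and S100a4, with log2 fold changes of 1.05, 1.05, 1.03, 1.02 and 0.78. Col2a1 (Entrez 12824), the main collagen gene of cartilage, was at 11922 ± 1283 CPM against 5767 ± 292 CPM (SD, n = 3), with an edgeR adjusted p of 0.0138. The largest falls besides Acly were those of Amer2, Rarres1, Gm14308 and Cxcl14, with log2 fold changes of -1.91, -1.54, -1.29 and -1.11. Amer2 (Entrez 72125) was at 5.21 ± 0.617 CPM against 19.5 ± 2.51 CPM, with an adjusted p of 0.00722. Gm14308 belongs to a family of near-identical zinc finger genes, so its value is uncertain. Each of these 9 genes lost its call in 2 to 6 of 11 alternatives, and none changed direction in them.

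In the Acly comparison 7 panels passed the threshold by camera, and 6 with the replicate block. The cartilage matrix panel was higher with a mean log2 fold change of 0.39 and 14 of 19 genes higher (adjusted p 1.87e-04); besides Comp and Col2a1, Col9a3 passed on its own with 0.75 and an adjusted p of 0.0448. The oxidative stress response panel was higher with a mean of 0.32 and 12 of 12 genes higher (adjusted p 1.55e-04), led by Osgin1, Nqo1 and Srxn1. The integrated stress response panel was higher with a mean of 0.16 (adjusted p 0.00545), led by Nupr1, Psph and Phgdh, and the oxidative phosphorylation panel with a mean of 0.09 (adjusted p 0.0403), led by Cox5b, Cox4i1 and Uqcrc1. The latter panel did not pass without TMM scaling or with the replicate block, with adjusted p of 0.0837 and 0.0623 by camera, within a range of 0.00213 to 0.765 over its alternatives. The hypoxia response panel was lower with a mean of -0.29 (adjusted p 3.88e-04); Car12 passed on its own with a log2 fold change of -0.93, and Pdk1 and Bnip3 did not. The interferon response panel was lower with a mean of -0.61 (adjusted p 0.00545), led by Cxcl10, Xaf1 and Ifi44, and the skeletal muscle panel with a mean of -0.56 (adjusted p 0.00144), led by Tnnt1, Ttn and Myh3. Of the genes named here for these panels, Comp, Col2a1, Col9a3 and Car12 passed on their own. The glycolysis, cholesterol synthesis and fatty acid synthesis panels did not pass, although glycolysis passed, lower, after the correction for GC content and transcript length. Of 222 panel genes tested, 18 passed when adjusted over that list alone and 5 when adjusted over all genes.

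**Figure D3:**
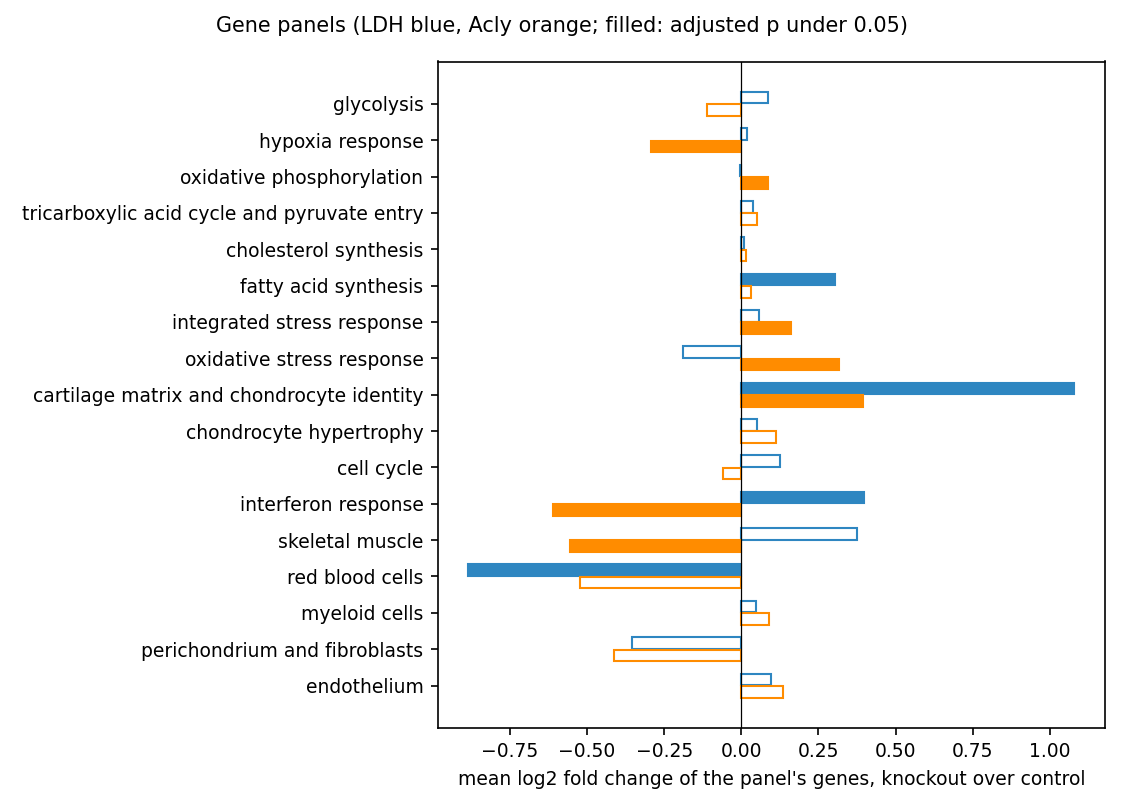
Mean log2 fold change of the genes of each panel, knockout over control, in the LDH comparison (blue) and the Acly comparison (orange); filled bars have an adjusted camera p under 0.05 over 35 tests. The Y-linked panel is not drawn. The cartilage matrix panel is higher in both comparisons, at 1.08 and 0.39, and the interferon response panel is higher in the LDH comparison and lower in the Acly comparison.

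Both knockouts were then compared with each other. Of 13140 genes tested in both, 6 passed in both comparisons, where 0.470 would be expected if the calls were independent. All 6 changed in the same direction: Col10a1, Col27a1, Col2a1, Col9a3 and S100a4 were higher and Rarres1 was lower in both knockouts. The replicate block left 2 shared genes, and DESeq2 gave 79. Across all genes the Spearman correlation of the log2 fold changes was 0.169, and across the 325 genes called in the LDH comparison it was 0.564. Of those 325 genes, 251 (77.2%) had the same sign in the Acly comparison, against 57.4% of all genes. Genes are not independent replicates, so these correlations carry no p.

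**Figure D4:**
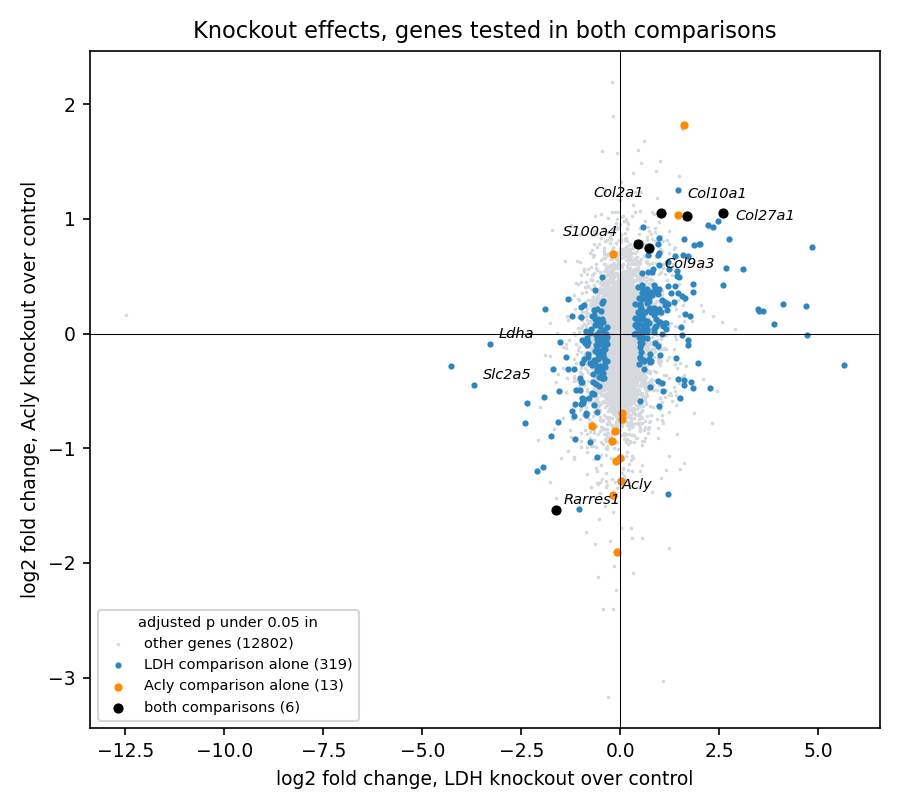
Log2 fold changes of the 13140 genes tested in both comparisons, LDH knockout over control on the horizontal axis and Acly knockout over control on the vertical axis. Points are genes, coloured by the comparison in which the edgeR adjusted p is under 0.05. The 6 genes called in both lie in the quadrants where both effects have the same sign. The point furthest to the left is the Y-linked gene Ddx3y, which did not pass.

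The difference between the LDH and Acly effects, tested as an interaction, passed the threshold for 23 of 14251 genes, 13 with a more positive and 10 with a more negative effect in the LDH knockout. With DESeq2 the count was 213, and with the replicate block 5. Gene deleted and age cannot be told apart in this test. Ldha had a log2 difference of effects of -3.18 and Slc2a5 of -3.21, and Lrg1, Acly and Nqo1 had 4.46, 1.25 and -1.02, with edgeR adjusted p of 0.0498, 0.0411 and 0.0411 for these last 3. For Col2a1 and Rarres1 the difference did not pass, at -0.01 and -0.08. Of 18 panels, 6 differed by camera with an adjusted p under 0.05, and 0 did with an estimated inter-gene correlation or with fry, which gave 1 and 3 at an unadjusted p under 0.05.

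The control groups were compared to show the scale of the difference between the sets, in which age, line and any library batch coincide. Of 14251 genes, 7844 passed the threshold, 4184 (53.3%) higher in Acly controls and 3660 higher in LDH controls. Of the 2904 that differed at least 2-fold, 2369 (81.6%) were higher in Acly controls and 535 in LDH controls. Without TMM scaling 7583 passed and the share higher in Acly controls was 72.4%, with the median log2 fold change of all genes at 0.19, and on FPKM values 6073 passed with 68.4% higher and a median of 0.11. The direction of small differences therefore depends on the scaling. Ldhb in LDH controls was at 49.4% of its level in Acly controls, with a log2 fold change of 1.02 for Acly over LDH controls and an edgeR adjusted p of 3.11e-06.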

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

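The tests on fat cell markers, Eno1 and its neighbours, the cartilage panel, Acly knockout replicate 2 and the GC content of panels were chosen only after the results were seen. The groups hold 3 samples each, so no sample was tested for lying far from its group. What is listed here was picked out because the effects of both knockouts differed by an interaction test, in which age and gene deleted coincide.

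The number of genes with differing effects was 23. Among the 32 splits that exchange knockout and control within same-numbered pairs at each age, 4 gave as many genes, the true one among them. All 4 kept the true LDH groups. Another of the 4 reversed all Acly pairs, which adds both effects and gave 661 genes, and the 2 others gave up to 133. The 24 splits with other LDH groups gave at most 5. Splits that keep the true LDH groups leave the LDH effect in place, so the count alone does not tell which genes owe their difference to the Acly groups.

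Among the genes named in the report, Ldha (-3.18) and Acly (1.25) differed as the deleted genes of their comparison. Slc2a5 (-3.21) fell in the LDH knockout, from 11.4 to 0.880 CPM. It lies near Eno1, where 5 of 100 neighbouring genes were called against 2.49 expected (one-sided Fisher p 0.104), so an excess of calls around Eno1 is not established, although all 5 were lower. Of the 23 genes with differing effects, 3 lie there (Slc2a5, Fbxo44 with -2.10 and Zfp984 with -3.99), and Chsy1 and Bcat2 are neighbours of Ldha or Ldhb. These 4 besides Slc2a5 were chosen after their values were seen, and whether the 23 genes cluster there was not tested. The strain of the mice is mixed, and the fall of Slc2a5 may come from linked DNA or from the deletion, which these data do not separate. Lrg1 (4.46) rose in the LDH knockout together with fat-related genes. RNA from fat cells could explain it: 6 of 10 tested fat cell markers were higher in all 3 knockouts and 1 was lower, where chance gives 5% in a given direction and 11.9% and 12.5% of all tested genes were higher and lower in this way. In the Acly comparison Lrg1 did not pass, with a log2 fold change of 0.24. Nqo1 (-1.02) was higher in the Acly knockout (0.66) and lower in the LDH knockout (-0.37), neither past the threshold on its own; no explanation was tested for this gene alone.

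By camera, 6 panels differed: hypoxia response (mean log2 difference 0.34), oxidative stress response (-0.49), cartilage matrix and chondrocyte identity (0.69), interferon response (0.99), skeletal muscle (0.89) and Y-linked (-7.13). All kept their sign under median-of-ratios and total-count scaling, and 0 passed with an estimated inter-gene correlation or with fry, with 1 and 3 at an unadjusted p under 0.05. Camera with an assumed correlation of 0.01 also called panels in other arrangements of the samples: 3 of the 4 splits of the LDH samples that part the same-numbered pairs gave as many panels as the true split, the true one included, and for the Acly samples 2 of 4 did, when each comparison is adjusted alone (3 and 7 panels in the true splits). The 6 other splits of each set, which part 1 pair, gave 1 to 6 and 4 to 9 panels. With 4 splits no share under 0.05 is possible. Each other split still has unequal numbers of knockouts on its sides, so part of a knockout effect remains in it. These counts therefore do not show what would be called without an effect. Whether the panel calls come from genes of a panel varying together between samples is not decided by them.

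Other technical explanations were weighed for the panels. After correction for GC content and transcript length, all 4 LDH panels passed again in the same direction and 6 of the 7 Acly panels did. The oxidative phosphorylation panel did not, and 3 other Acly panels newly passed, all lower: glycolysis (mean -0.19, adjusted camera p 0.0462), red blood cells (-0.68, 0.0156) and perichondrium and fibroblasts (-0.45, 0.0462). The Acly fold changes rose with GC content across genes (Spearman 0.484) and fell with transcript length (-0.285), against 0.0743 and -0.0635 for LDH. Part of the muscle difference may come from Acly knockout replicate 2, whose muscle panel differed by -0.96 from the lowest of the other 5 libraries of its age in mean log2 CPM; that is a single library, and a smaller share of muscle in that dissection cannot be told apart from an effect of the deletion. Without it the mean of the Acly comparison was -0.19 in place of -0.56, and the LDH comparison contributed a rise of 0.37 that did not pass. The Y-linked difference follows the uneven Y-linked signal of the samples, which the genotype does not set.

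For the cartilage panel taken alone, 1 of the 4 splits of the LDH samples that part the same-numbered pairs, the true one, gave as small a camera p (6.05e-14, against 8.66e-09 or more in the others), which is the smallest share that 4 splits allow. In that comparison 10 of its 18 genes passed singly. For the Acly samples 2 of the 4 splits gave as small a camera p, the true one (1.61e-05) and another (2.15e-07), and 3 of its 19 genes passed singly. More chondrocytes in the culture could also raise this panel. If all its genes rose by a single factor, the spread of their fold changes over their errors would be near 1 per degree of freedom, and it was 10.3 in the LDH comparison and 11.9 in the Acly comparison. Genes that other cells also express would rise less, so this spread does not exclude such a shift. The panel of perichondrium and fibroblasts was lower in both comparisons, with means of -0.35 and -0.41, which did not pass (adjusted camera p 0.0615 and 0.151). In the Acly set that fall lay in knockout replicate 2, at 5.45 mean log2 CPM. Replicates 1 and 3 were at 6.58 and 6.62 and the controls at 6.54, 6.73 and 6.66. Panels of other cells went both ways. Endothelium (0.10 and 0.14) and myeloid cells (0.05 and 0.09) were higher in the LDH and Acly comparisons. Fat cell markers were also higher (1.72 and 0.35). Red blood cells (-0.89 and -0.52) and bone-forming cells (-0.74 and -0.28) were lower. Skeletal muscle was higher in the LDH comparison (0.37) and lower in the Acly comparison (-0.56). These panels therefore do not decide on a larger share of chondrocytes. That the deletions raise matrix genes is a hypothesis that cannot be told apart from a larger share of chondrocytes. In the LDH comparison the tests of single genes, which include the spread between replicates, called 10 of 18 genes. For those 10 genes this argues against such spread alone. In the Acly comparison, with 3 of 19, a rise of the panel cannot be told apart from variation between samples either.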

How the results depend on the processing

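The GC and length correction and the total-count scaling of panels were chosen after the data were seen. For each changed result given here the cause was not tested.

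For the LDH comparison (332 genes), median-of-ratios scaling, total counts, both other filters, FPKM values and the 12-sample model gave 296 to 445 genes. DESeq2 gave 901, which include all 332; on simulated data DESeq2 made more false calls than edgeR. The Y-linked covariate gave 3, the muscle covariate 120, with 115 of them among the 332, and the 2-fold threshold 107. From 95 to 1068 genes passed across the 6 fits that each left out one sample. The deviations of same-numbered LDH samples correlated at -0.0395 across genes, and the replicate block gave 362 genes, 265 of them among the 332. The correction for GC content and length gave 488, and 310 together with the replicate block.

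For the Acly comparison (19 genes), median-of-ratios scaling, the mean-of-10 filter, FPKM values and the muscle covariate gave 19 to 24 genes. The muscle covariate gave 23 (12 higher, 11 lower), with 12 of them among the 19. Total counts gave 11, no filter 32, DESeq2 247, the replicate block 8, the 12-sample model 31 (4 higher and 27 lower), the Y-linked covariate 6 and the 2-fold threshold 11. Leaving out one sample gave from 0 to 132 genes. The 132 came without knockout replicate 2 (56 higher, 76 lower) and include all 19. The 2 fits with 0 had 2323 and 1008 genes at an unadjusted p under 0.05. The GC and length correction gave 23 (6 higher, 17 lower), and with the replicate block as well 0, with 1126 at an unadjusted p under 0.05. In simulated data of this size 88.0% of genes changed by 2-fold or 4-fold were recovered. That simulation changed 200 genes and made 192 calls, so its adjusted threshold was looser than with 19 calls. It therefore does not give the share of such effects recovered here. Among named genes, Cxcl10 at -1.24 and Derl3 at -1.16 did not pass in the Acly comparison (edgeR adjusted p 0.259 and 0.230).

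For the difference between both effects (23 genes), DESeq2 gave 213, the replicate block 5 and leaving out one sample 5 to 143; the scalings, filters, FPKM values and the 2-fold threshold gave 17 to 31. For the control groups (7844 genes) the 2-fold threshold gave 2904, the other alternatives 6073 to 8361. For the 6 shared genes, no filter gave 12, DESeq2 79 (71 in the same direction), the replicate block 2, and leaving out one sample 0 to 33. For the 11 panels, an estimated correlation and fry each gave 0, with 0 and 7 at an unadjusted p under 0.05; the other settings gave 9 to 14, and leaving out one sample 10 to 13.

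Ldha in the LDH comparison passed in all 11 alternatives run for it, between -3.33 and -3.22. The fall of Acly in the Acly comparison kept its direction, between -1.54 and -1.21 over 11 alternatives, but lost the threshold in 5 of the 6 fits that left out one sample (-1.54 to -1.39 in these 5; adjusted p by edgeR from 4.08e-04 to 0.233 over the 6 fits). Ldha in the Acly comparison did not pass in any of 11 alternatives and ranged from -0.15 to 0.01 across the 6 fits that each left out one sample, changing sign without Acly control replicate 3 (0.0096, adjusted p 0.981). Of the other named genes, 49 in number over 11 alternatives each, 62 results were weaker, 12 stronger and 465 unchanged, and none reversed. Unchanged includes genes that passed neither in the main fit nor in the alternative. Genes called in the main fit lost the call in 0 to 4 alternatives in the LDH comparison and 2 to 6 in the Acly comparison. Among panel results 36 were weaker, 107 unchanged and none reversed.

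A pseudocount of 0.1 for normalized values was not run, because the main tests used counts. With 3 counts at 0.107 to 0.114 CPM, depth limits only genes near that level.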

Other observations

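The tests of fat cell, bone-forming cell and folding genes, of Ldhb, of Eno1 and its neighbours, of windows of genes, of sex in genes called without LDH control replicate 3, and of Acly knockout replicate 2 were chosen only after the results they concern were seen.

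The number of LDH calls was weighed against several technical explanations. Of the 4 splits of the 6 LDH samples that part the same-numbered pairs, 1, the true one, gave as many as 332 genes; the other 3 gave 0 to 2 genes, and the 6 splits that part 1 pair also 0 to 2. For the Acly samples 1 of 4 splits gave as many as 19 genes, the other 3 gave 0 or 1 and the remaining 6 gave 0 to 4. At an unadjusted p under 0.05 the other 9 splits gave 136 to 1531 genes in the LDH set, against 2614 for the true one, and 104 to 1879 in the Acly set, against 2211. For the control groups 1 of 4 splits gave 7844 genes, and the other splits 0. For the shared genes, 1 of the 16 pairs of splits gave 6, the others 0. None of these designs can give a share under 0.05. Sex is uneven between the LDH groups, but LDH control replicate 3, which had little Y-linked signal, lay with the other controls. In the called genes its median position was 1.03 on a scale where 0 is the knockout mean and 1 the mean of the other controls, against 0.0513 for the Y-linked genes themselves. Because those genes were called with that control among the controls, this value does not decide. In the 91 genes called without it and not Y-linked, its position was 0.916, against 0.818 and 0.976 for control replicates 1 and 2 treated in the same way. X-linked genes were no more frequent among the calls (11 of 441 tested, odds ratio 1.0, Fisher p 1). The position in these 91 genes goes against sex as their source. The fit without that control shares 79 genes with the 332, so the other calls were not tested this way. The X-linked test does not address effects of sex on genes of other chromosomes, and the fit with a Y-linked covariate left 3. After the correction for GC content and length 96.9% of the LDH calls and 84.2% of the Acly calls with a known GC content were called again.

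DNA from another strain that stays linked to a deleted gene could change neighbouring genes. Among up to 50 tested genes on each side of Ldha and of Ldhb, 185 in all, 8 were called against 4.60 expected (one-sided Fisher p 0.0908). Around Acly 0 of 100 were called against 0.129 expected. Across the genome, 16 pairs of adjacent tested genes were both called in the LDH comparison, against a mean of 8.23 in 10000 random draws of like expression (p 0.00890). Some of these pairs, such as Col6a1 with Col6a2 and Omd with Ogn, are related genes that may share regulation. Another 4 of the 16 pairs lie near genes where linked DNA is in question: Zfp991 with Zfp984 and Zfp984 with Zfp933 near Eno1, and Selenos with Chsy1 and Mgp with Arhgdib near Ldha or Ldhb. The excess therefore leaves linked strain DNA open. No window of 100 neighbouring genes held more calls than chance gives: the most was 8, with p 0.846.

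Eno1b made up 23.6 ± 0.627% of the counts of Eno1 and Eno1b in LDH knockouts and 12.3 ± 0.410% in LDH controls (SD, n = 3), and a mean of 0.00249% and 0.0142% in Acly knockouts and controls. In the Acly set Eno1b had 0 to 14 counts per library against 43754 to 58926 for Eno1. Eno1b is a near-identical copy of Eno1. The log2 fold change of Eno1 was 0.04 with a standard error of 0.10, where reads moved from Eno1 to Eno1b at a constant sum would give -0.20. That of the summed counts was 0.24 with a standard error of 0.10, where a rise of Eno1b alone would give 0.21. Both values lie nearer to a rise of Eno1b alone than to reads moved at a constant sum. Reads divided differently while the sum also rose were not excluded. A candidate explanation is a strain variant of Eno1 whose reads match Eno1b better. It would be carried in more copies in LDH knockouts than in their littermate controls and not in the Acly mice. Alone it would move reads at a constant sum, and the values above lie further from that. The sum would have to rise as well. The 5 called neighbours of Eno1 (Fbxo44, Slc2a5, Zfp933, Zfp984 and Zfp991), all lower, would go with such a variant. Their number did not exceed chance (one-sided Fisher p 0.104). The genotypes were not analysed here. Slc2a5 changed across the groups in the opposite order to the Eno1b share, at 13.4 to 27.5 CPM in the Acly samples, 11.1 to 12.6 CPM in LDH controls and 0.787 to 1.20 CPM in LDH knockouts, though age differs as well. Some LDH calls may follow such a segment and not the deletion.

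Ldhb was not lower in the LDH knockout although 1 allele was deleted. Reads of Ldha counted as Ldhb would make Ldhb fall together with Ldha. Ldhb was at 14.2 to 16.4 CPM in the knockouts and 11.3 to 12.3 CPM in the controls, a log2 fold change of 0.37. This argues against such reads as the reason why Ldhb was not lower. Whether any Ldha reads were counted as Ldhb is not decided. The controls may carry the same Ldhb genotype: Ldhb in LDH controls was at 49.4% of its level in Acly controls. Of 2120 genes of like expression, 9.76% had as large a difference in that direction. The sets also differ in age and may differ in their mix of cells. These differences and a deleted allele in the controls cannot be told apart.

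Besides Lrg1, Car3, Fabp4 and Gpd1, the fat cell marker list was higher in the LDH knockout, with a mean log2 change of 1.72 (camera p 5.67e-05, fry p 0.00236, estimated correlation p 0.0237) and 6 of 10 markers higher and 1 lower in all 3 knockouts, where chance gives 5% and 11.9% and 12.5% of all tested genes were higher and lower in this way. In the Acly samples Fabp4 was between 8.27 and 30.4 CPM, while its mean in LDH controls was 1.18 CPM. This is consistent with RNA from fat cells in the LDH knockout samples, or with fat-related genes switched on in the cells; the markers cannot separate these. For bone-forming cells, 5 of 8 markers were lower in all 3 LDH knockouts, with a mean of -0.74 (camera p 3.20e-04, fry p 0.0283, estimated correlation p 0.0560), so the fall of Bglap2 may come from fewer such cells.

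Folding genes of the endoplasmic reticulum, a list that leaves out Derl3, Hspa5 and Hsp90b1, were lower in both knockouts: 15 of 15 genes in each, 14 of them in all 3 LDH knockouts and 9 in all 3 Acly knockouts, where chance gives 5% and 12.5% and 11.3% of all tested genes were lower in this way. The mean log2 changes were -0.74 and -0.38, and -0.75 and -0.43 with total-count scaling. Singly, 7 of the 15 passed in the LDH comparison and 0 in the Acly comparison, with 14 and 10 at an unadjusted p under 0.05. The camera p was 9.69e-12 and 6.98e-07, the fry p 0.0206 and 0.0511, and the estimated correlation p 0.113 and 0.158. Only 1 of the 4 splits that part the same-numbered pairs, the true one, gave as small a camera p in each set, but the other splits went down to 1.75e-05 and 1.33e-05. The requirement that fry and the estimated correlation also pass was added after their p were seen, and neither set meets it. A shared fall of the folding machinery while matrix genes rose is a hypothesis suggested by these values, and it cannot be told apart from coordinated variation of these genes between samples.

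Acly knockout replicate 2 was apart from the other samples of its age. Its deviation from the other 2 knockouts followed the difference between the control groups across genes (Spearman -0.470), towards the LDH set, its fibroblast panel was at 5.45 mean log2 CPM against 6.54 to 6.73 in the other 5, and its muscle panel differed by -0.96 from the lowest of them. It also had the lowest Acly level of the 3 knockouts, 52.5 CPM against 83.0 and 87.0. Less muscle and connective tissue in that library could account for that lower level if such cells keep Acly, but with a single library this cannot be told apart from a difference between animals.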
